# NF-κB-activated SPRY4-IT1 promotes cancer cell metastasis by downregulating *TCEB1* mRNA via Staufen1-mediated mRNA decay

**DOI:** 10.1038/s41388-021-01900-8

**Published:** 2021-06-23

**Authors:** Lin Zhao, Longyang Jiang, Ming Zhang, Qiang Zhang, Qiutong Guan, Yalun Li, Miao He, Jingdong Zhang, Minjie Wei

**Keywords:** Cancer, Cell biology

## Abstract

Previous study demonstrated that most long non-coding RNAs (lncRNAs) function as competing endogenous RNAs or molecular sponges to negatively modulate miRNA and regulate tumor development. However, the molecular mechanisms of lncRNAs in cancer are not fully understood. Our study describes the role of the lncRNA SPRY4 intronic transcript 1 (SPRY4-IT1) in cancer metastasis by mechanisms related to Staufen1 (STAU1)-mediated mRNA decay (SMD). Briefly, we found that, high SPRY4-IT1 expression was associated with aggressiveness and poor outcome in human colorectal, breast and ovarian cancer tissues. In addition, functional assays revealed that SPRY4-IT1 significantly promoted colorectal, breast and ovarian cancer metastasis in vitro and in vivo. Mechanistically, microarray analyses identified several differentially-expressed genes upon SPRY4-IT1 overexpression in HCT 116 colorectal cancer cells. Among them, the 3′-UTR of transcription elongation factor B subunit 1 (*TCEB1*) mRNA can base-pair with the Alu element in the 3′-UTR of SPRY4-IT1. Moreover, SPRY4-IT1 was found to bind STAU1, promote STAU1 recruitment to the 3′-UTR of *TCEB1* mRNA, and affect *TCEB1* mRNA stability and expression, resulting in hypoxia-inducible factor 1α (HIF-1α) upregulation, and thereby affecting cancer cell metastasis. In addition, STAU1 depletion abrogated *TCEB1* SMD and alleviated the pro-metastatic effect of SPRY4-IT1 overexpression. Significantly, we revealed that SPRY4-IT1 is also transactivated by NF-κB/p65, which activates SPRY4-IT1 to inhibit *TCEB1* expression, and subsequently upregulate HIF-1α. In conclusion, our results highlight a novel mechanism of cytoplasmic lncRNA SPRY4-IT1 in which SPRY4-IT1 affecting *TCEB1* mRNA stability via STAU1-mediated degradation during cancer metastasis.

## Introduction

The metastatic spread of malignant cells to distant anatomical locations is a prominent cause of cancer-related death. Metastasis is a complex process, and many cell-intrinsic elements and extrinsic microenvironmental factors affect the metastatic potential of cancer cells [1]. However, the underlying molecular mechanisms that facilitate the metastatic cascade remain largely unclear. Thus, an enhanced understanding of such process might promote the development of effective metastasis-targeting therapy to improve the overall prognosis of patients with cancer.

Long noncoding RNAs (lncRNAs) are a class of transcripts longer than 200 nucleotides with limited protein coding potential [2]. Recently, many studies have shown that these are frequently deregulated in cancers and have multiple functions in a wide range of biological processes such as proliferation, apoptosis, and cell migration. Further, several lncRNAs such as HOTAIR [3], lncRNA-ATB [4], and PTAR [5], have been reported to modulate tumor metastasis. Whereas most characterized lncRNAs function in the nucleus, much less is known about their mode of action in the cytoplasm. A notable exception for this is competing endogenous RNAs, which act as molecular sponges for microRNAs to relieve the repression of target mRNAs [6, 7]. Other known mechanisms associated with lncRNAs in the cytoplasm involve post-transcriptional regulation, which affects mRNA stability or accessibility to the translational machinery [8, 9].

The RNA-binding protein Staufen1 (STAU1) is part of a highly conserved family of double-stranded RNA-binding proteins that have been implicated in mRNA transport, stability, and translation [10]. Further, it was previously shown to destabilize mRNAs in the cytoplasm [11] and bind a STAU1-binding site in the 3′-untranslated region (3′-UTR) of its target mRNA to induce mRNA degradation, which has been termed STAU1-mediated mRNA decay (SMD) [12]. This activity is also involved in developmental processes such as myogenesis and adipogenesis and is likely to be involved in angiogenesis [13–15]. However, its role in cancer is unclear. *TINCR*, a lncRNA that produces a 3.7-kb transcript, was first reported to bind STAU1 protein and mediate alterations to mRNA stabilization [16]. Cytoplasmic lncRNA, *SNHG5*, has been shown to control gene expression via SMD in colorectal cancer.

Here, we reported a novel role for SMD in cancer metastasis. We found that a cytoplasmic lncRNA, namely SPRY4 intronic transcript 1 (SPRY4-IT1), mediated cell metastasis by modulating *TCEB1* mRNA stability via SMD, which in turn increased HIF-1α expression and promoted the metastasis of cancer cells. Our results highlighted a novel molecular mechanism associated with the functions of a cytoplasmic lncRNA, via STAU1 activity, during cancer metastasis; this could thus comprise a potential therapeutic target for cancer.

## Results

### SPRY4-IT1 promotes metastasis in multiple types of human cancer cell lines and tumor tissues

Since SPRY4-IT1 is widely expressed in a variety of tumors, different cell lines were collected to determine whether it can broadly regulate tumor metastasis. We utilized a panel of cancer cells including colorectal breast, and ovarian cancer cell lines. The results confirmed that SPRY4-IT1 expression was positively correlated with invasion and migration in cancer cells (Supplementary Fig. S1a–c). Transwell assays revealed that the overexpression of SPRY4-IT1 in HCT 116, MCF-7, and OVCAR-3 cells promoted cancer cell migration and invasion (Fig. 1A, Supplementary Fig. S2a). In contrast, the knockdown of SPRY4-IT1 in SW620, MDA-MB-231, and SK-OV-3 cells significantly repressed cancer cell migration and invasion compared to those in control cells (Fig. 1B, Supplementary Fig. S2b).

**Fig. 1:**
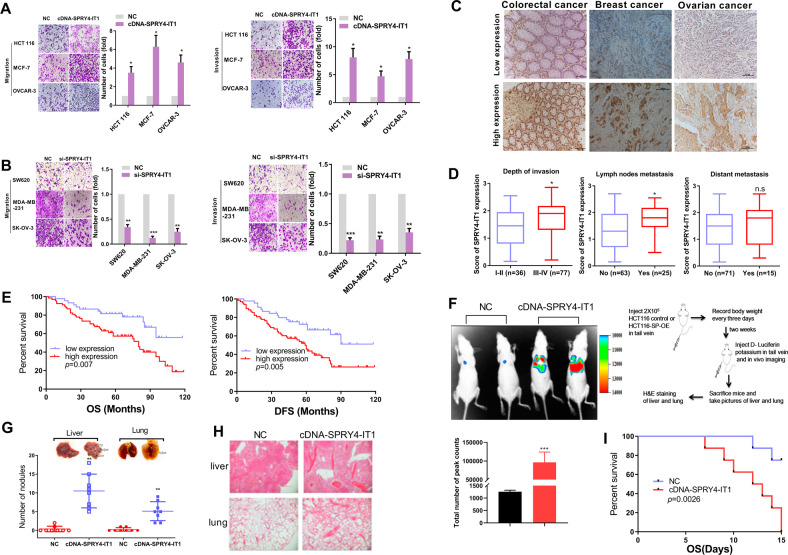
SPRY4-IT1 is associated with tumor aggressiveness. **A**, **B** Representative images and quantification of migration and invasion assays for HCT 116, MCF-7, and OVCAR-3 cells transfected with (**A**) SPRY4-IT1 cDNA or its control vector. SW620 were transfected with (**B**) siCon or siSPRY4-IT1 oligonucleotides. Numbers of migrated or invaded cells were counted from three replicate wells. The numbers in the control (Con) groups were set to 1. **C** Representative ISH images of SPRY4-IT1 in colorectal, breast, and ovarian cancer tissues. **D** Expression level of SPRY4-IT1 in colorectal cancer samples categorized by depth of invasion (advanced stage), lymph node metastasis, and distant metastasis. **E** Overall survival and disease-free survival analysis of colorectal cancer samples. The survival time of patients after surgery was compared between high-SPRY4-IT1 and low-SPRY4-IT1 expression groups. **F** Different clones were injected into the tail vein of male nude mice (*n* = 3). Bioluminescent signals were assayed 2 weeks after tail vein injection for Ctrl and SPRY4-IT1^OE^ HCT 116 stable cell lines. **G** Representative images of lungs and livers with metastatic nodules and statistical results. **H** HE staining of nude mouse liver and lung tissue. **I** Kaplan–Meier survival curve for different groups of mice.

To validate these findings, in situ hybridization assays were conducted to detect SPRY4-IT1 expression in 113 clinical colorectal cancer, 101 breast cancer, and 96 ovarian cancer tissue samples (Fig. 1C). We found that SPRY4-IT1 was significantly upregulated in colorectal cancer with lymph node metastasis and advanced-stage disease (Fig. 1D). Moreover, the Kaplan–Meier plot showed that both overall and disease-free survival were shorter in patients with high SPRY4-IT1 expression compared to that in the low SPRY4-IT1 expression subgroup of colorectal cancer patients (Fig. 1E). Similar results were also found in an independent cohort of breast cancer and ovarian cancer patients (Supplementary Fig. S3A, B).

In addition, we assessed the impact of SPRY4-IT1 on metastasis in vivo using the lung metastasis mouse model (Supplementary Information material: Stable cell line generations and In vivo experiments). These results revealed that SPRY4-IT1 overexpression significantly promotes colorectal cancer pulmonary and hepatic metastasis (Figs. 1F, 1G and 1H). More importantly, the overexpression of SPRY4-IT1 in HCT 116 cells also reduced mouse survival (Fig. 1I). Overall, our results demonstrated the ability of SPRY4-IT1, which was found to be upregulated in advanced colorectal, breast, and ovarian cancer tumor types, to promote cancer cell migration/invasion and metastasis, consistent with the previous report.

#### SPRY4-IT1 promotes TCEB1 mRNA decay by forming a duplex with 3′-UTRs via Alu elements

To elucidate the underlying mechanism through which SPRY4-IT1 exerts its pro-metastatic effects, global transcriptomes were analyzed in HCT 116 cells overexpressing SPRY4-IT1 (Supplementary Information material: microarray), and these were compared to those of negative control cells (Fig. 2A; triplicate repeats for each condition). 

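Total RNA of HCT 116 cells, an established human colorectal carcinoma line, was profiled on 6 Agilent arrays with Cy3 as the only dye. 3 arrays held RNA of SPRY4-IT1-overexpressing cells and 3 held RNA of negative control (NC) cells, taken 48 h after transfection. The deposited scanner files give a processed signal per spot, which the scanner software had corrected for background and for trends across the array, without normalization between arrays. Apart from control spots, each array carried 43118 spots for 34127 probes. Between 73.2% and 81.0% of the probes were well above background on the NC arrays, and between 74.6% and 81.8% on the SPRY4-IT1 arrays. The median processed signal of the probes was 87.6 to 104 on the NC arrays and 68.6 to 81.9 on the SPRY4-IT1 arrays. The log2 of the processed signal was averaged over spots of the same probe and reduced by the 75th percentile of each array. Probes well above background on at least 3 of the 6 arrays, 27300 in all, were compared between the groups with limma. A probe was called higher or lower past a fold change of 2 at a Benjamini-Hochberg adjusted p under 0.05. Correlations across probes, which are not independent replicates, were 0.960 to 0.993 between arrays of the same group and 0.915 to 0.950 between arrays of different groups. The arrays came from 2 slides; the NC arrays and SPRY4-IT1 replicate 2 shared the first, and SPRY4-IT1 replicates 1 and 3 shared the second. The scanner software's median coefficient of variation of the processed signal over repeated spots was at most 3.89% on the first slide, and 8.47% and 9.05% on the arrays of the second. With 3 arrays per group, the number of arrays limits the precision. Names were given to 25771 probes (75.5%) through their accessions. No probe was matched to SPRY4-IT1 in this way, and the overexpressed transcript was not analysed here. Of 2 probes of its host gene SPRY4, the brighter did not differ between the groups (log2 fold change 0.04, standard error 0.20, adjusted p = 0.89 from limma). The dimmer had a log2 fold change of 1.45 (standard error 0.22, adjusted p = 0.0051 from limma).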

Microarray analyses identified several genes that were significantly and differentially expressed after SPRY4-IT1 overexpression (Fig. 2B). 

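Among the probes tested, 2103 were called higher and 1710 lower in SPRY4-IT1-overexpressing cells. On each of these 3813 probes, all arrays of one group lay on the same side of all arrays of the other. That adds no support, since the probes were called on these same arrays. The groups were apart in this way on 42.9% of the probes tested, against the 10% that chance gives for 3 arrays against 3. Probes are not independent of each other, so this share is a description and not a test. Background correction by normexp moved the counts most among the normalizations and corrections tried, to 1050 higher and 933 lower. The balance between higher and lower calls depended on the scaling. Higher probes made up 55.2% of the calls with the 75th percentile, 42.4% with quantile normalization and 40.4% with each array centred on its median, which shifted the median log2 fold change of all probes by −0.14. Single arrays also weighed on the counts. Without NC replicate 1, and with the detection filter applied again to the 5 arrays left, 1293 probes were called higher and 717 lower, and without SPRY4-IT1 replicate 1 these counts were 1124 and 821. Without SPRY4-IT1 replicate 2, 3006 probes were called higher. Among the 10 genes with the largest fitted rises were CCL3, SPINK6, CSF2, MT4, ANXA10, ZBTB32, IL7R, CCL5 and CCL28. IL7R and CCL5 were well above background on all 6 arrays, with log2 fold changes of 6.15 (standard error 0.30) and 6.12 (standard error 0.24). CCL3 and SPINK6 were well above background on 2 of the 3 NC arrays, and their rises on the processed signal were at least 279-fold and at least 226-fold; the lowest log2 fold changes over the alternatives were 5.93 and 5.87. CSF2, MT4, ANXA10, ZBTB32 and CCL28 were not well above background on any NC array, so their rises are lower bounds. These were at least 29.4-fold for CSF2, at least 73.1-fold for MT4, at least 24.4-fold for ANXA10, at least 19.3-fold for ZBTB32 and at least 12.2-fold for CCL28. For such a bound, each array of the dim group was set to the lowest signal among its probes well above background, or to the probe's own signal where that was higher. These bounds, here and below, hold for the processed signal alone. Over the alternatives, the lowest log2 fold change of CSF2 was 3.03, against a bound of 4.88 on that scale. A brighter probe of ZBTB32 was not called. For the probes of these genes, the adjusted p from limma was at most 1.1e-04, and the highest under any alternative that tested them was 0.0046.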

Recently, cytoplasmic lncRNA has been shown to control gene expression via SMD in cancer. Given SPRY4-IT1 cytoplasmic location (Supplementary Fig. S4), we next focused on the role of SMD-associated mechanisms related to SPRY4-IT1 activity. Because SMD relies on base-pairing between the Alu element of a lncRNA and that of the 3′-UTR of mRNA, this led us to focus on mRNAs that contain a single 3′-UTR Alu element (Supplementary Table S4). 

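Supplementary Table S4 names 10 mRNAs, and the paper's table lists a single Alu element for 4 of them, more than 1 for RRP15 and none for the other 5. They had 16 tested probes on the arrays, of which 12 were called lower, and each mRNA had at least 1 such probe. Where the probe with the highest mean signal stood for the gene, 7 of the 10 were called lower, and likewise 7 when adjusted over the list alone. The study chose these mRNAs on the same arrays, so neither count is independent evidence. TCEB1, ANKH, SMAD2 and TMEM170B, listed with a single Alu element, were all called lower, and CD59, WDR35 and ARHGAP28 were called lower among those listed with none. ANKH had log2 fold changes of −2.58 (standard error 0.27) and −4.24 (standard error 0.48) on its 2 probes, with adjusted p-values of 0.0015 and 0.0019 from limma. The brighter was well above background on 2 of the 3 SPRY4-IT1 arrays, and its fall is at least 5.74-fold. The other was so on none of them, and its fall is at least 5.29-fold. The probes of HMGB3, RRP15 and TYRP1 with the highest mean signal over the 6 arrays had log2 fold changes of −0.75, −0.55 and −0.88, under the fold change required, while another probe of each had log2 fold changes of −3.71, −3.72 and −4.05. For HMGB3 that other probe was the brighter in NC cells (mean normalized log2 signal 0.52 against 0.15), so there the choice of the probe rests on the fall itself. The second probe of TMEM170B did not differ between the groups (log2 fold change 0.08, standard error 0.33, adjusted p = 0.87 from limma). WDR35, CD59, the brightest probe of ARHGAP28 and the dimmer probes of RRP15 and TYRP1 were not well above background on any SPRY4-IT1 array. Their falls are therefore at least 4.36-fold for WDR35, at least 5.36-fold for CD59, at least 11.1-fold for ARHGAP28, at least 6.00-fold for RRP15 and at least 4.03-fold for TYRP1. SMAD2 and the brightest probe of TMEM170B were well above background on 1 of the 3 SPRY4-IT1 arrays, and their falls were at least 8.21-fold and at least 8.18-fold. The adjusted p of CD59 reached 0.056 under an alternative. When every array had to be well above background, 4 of the 10 mRNAs had a probe left and 0 were called lower on the probe with the highest mean signal, although the other HMGB3 probe, with a log2 fold change of −3.71 (adjusted p = 4.0e-04 from limma over all tested probes), was also well above background on every array. Without NC replicate 1, and also without NC replicate 3, 8 mRNAs were left by the detection filter and 4 were called lower. With the median over the probes of a gene, all 10 were called lower.

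**Figure D1:**
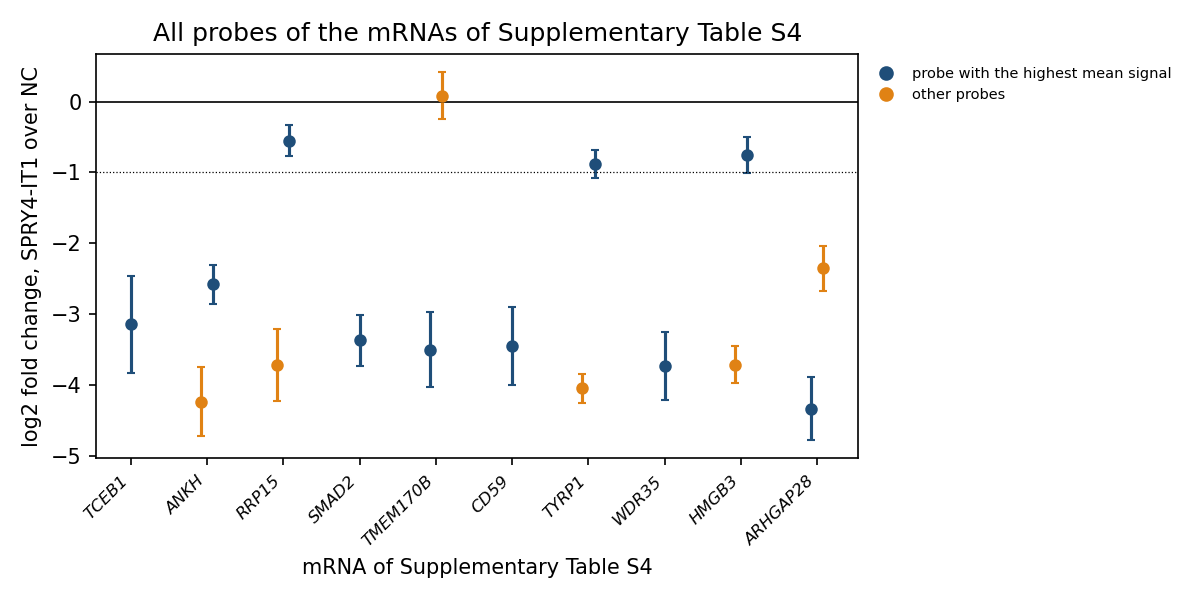
Log2 fold change of SPRY4-IT1-overexpressing over NC cells for each tested probe of the 10 mRNAs of Supplementary Table S4. Points are limma estimates from 3 arrays per group, in blue for the probe with the highest mean signal and in orange for other probes, bars are the standard error, and the dotted line marks a fall by a fold change of 2; the blue points of HMGB3, RRP15 and TYRP1 lie above it at −0.75, −0.55 and −0.88.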

Among the most significantly deregulated transcripts validated by qRT-PCR (Supplementary Fig. S5), the 3′-UTR of *TCEB1* mRNA was determined to have the potential to base-pair with the Alu element of the 3′-UTR of SPRY4-IT1 with ΔG values of −175 kcal/mol (Fig. 2C). 

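TCEB1, whose current symbol is ELOC, was measured by 1 probe, A_23_P60028. Its processed signal was 72.6, 71.3 and 389 on NC arrays 1 to 3, where it was well above background each time. On SPRY4-IT1 arrays 1 to 3 the signal was 8.93, 8.28 and 15.6, and it was well above background on the third alone. The normalized log2 signal was −1.97 ± 1.45 (SD, n = 3) in NC cells and −5.12 ± 0.56 (SD, n = 3) in SPRY4-IT1-overexpressing cells. The log2 fold change was −3.15 (standard error 0.68, adjusted p = 0.019 from limma). Each SPRY4-IT1 array lay below each NC array (two-sided exact permutation test, p = 0.10, the smallest that 3 arrays against 3 allow). With arrays not well above background set to the lowest signal measured there, TCEB1 was at least 6.58-fold lower, and at least 3.69-fold lower without NC replicate 3. NC array 3 lay 2.39 above NC array 2 on the normalized log2 scale, and without it the log2 fold change was −2.31 (adjusted p = 0.013 from limma). Without SPRY4-IT1 replicate 1 it was −2.99, and the adjusted p from limma was 0.075. Another background correction, of the raw signal, gave −1.16 (adjusted p = 0.107 from limma). With slide as a block the log2 fold change was −3.48 (adjusted p = 0.077 from limma), and the adjusted p of the methods' t-test was 0.101. Over all alternatives that tested TCEB1, it was lower each time and the adjusted p ranged from 0.0056 to 0.107. The paper reasons that SMD relies on pairing between Alu elements, and from the transcripts deregulated here and checked by qRT-PCR it takes TCEB1 forward for the predicted pairing of its 3′-UTR with SPRY4-IT1.

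**Figure D2:**
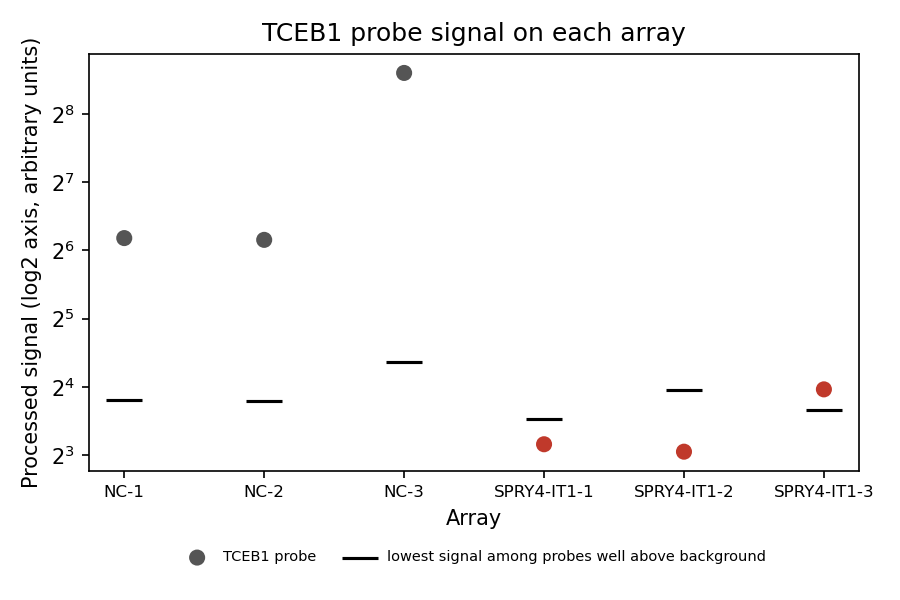
Processed signal of the TCEB1 probe on each array, in arbitrary units on a log2 axis, before normalization. Grey points are the 3 NC arrays, red points are the 3 SPRY4-IT1 arrays, and dashes are the lowest signal among probes well above background on that array; SPRY4-IT1 arrays 1 and 2, at 8.93 and 8.28, lie below theirs.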

We then assessed the binding of SPRY4-IT1 to the 3′-UTR of *TCEB1* using a luciferase reporter system. The ectopic expression of SPRY4-IT1 in 293 T cells increased the luciferase activity of the *TCEB1* 3′-UTR reporter construct, as compared with the control (Fig. 2D), suggesting that SPRY4-IT1 forms RNA–RNA interactions with *TCEB1* mRNA.

**Fig. 2:**
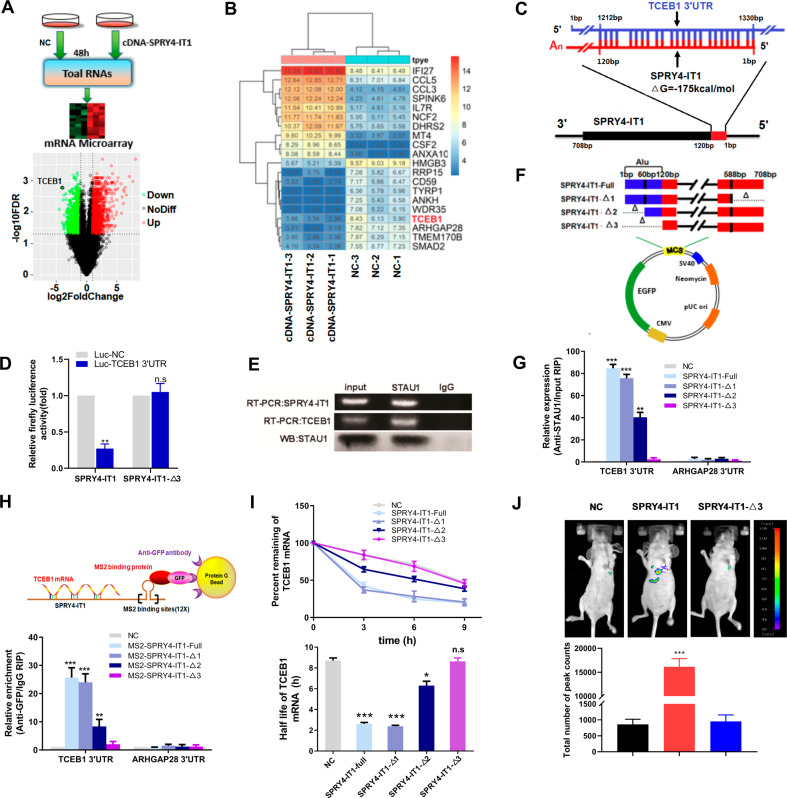
SPRY4-IT1 promotes *TCEB1* mRNA decay by forming duplexes with 3′-UTRs via Alu elements. **A** Upper: a schematic outline of the mRNA microarray analysis strategy used to identify SPRY4-IT1-associated mRNAs. Lower: volcano map indicating up- or downregulation of SPRY4-IT1-associated mRNAs. **B** Gene expression profiling in HCT 116 cells following SPRY4-IT1 overexpression. The heat map reveals clusters of the top 20 genes. **C** Predicted base-pairing between the Alu element in the 3′-UTR of *TCEB1* mRNA and the Alu element of SPRY4-IT1. **D** Luciferase reporter assay 48 h after transfection of 293 T cells with the indicated plasmids and a renilla luciferase transfection control plasmid. **E** RNA immunoprecipitation (RIP). IP was performed with a STAU1-specific antibody. Rabbit IgG was included as negative control for immunoprecipitation. The RNA was extracted and *TCEB1* mRNA and SPRY4-IT1 levels were evaluated. The RT-qPCR products were analyzed by RNA electrophoresis. **F** A schematic outline of the SPRY4-IT1 truncation strategy used to identify endogenous *TCEB1* mRNA–SPRY4-IT1 binding via Alu elements. **G** RIP was performed to determine the interaction between truncated SPRY4-IT1 variants and *TCEB1*. HCT 116 cells were transfected with full-length or SPRY4-IT1 truncations. *TCEB1* mRNA levels were evaluated by RT-qPCR. *ARHGAP28*, an mRNA without an Alu element was used as a negative control. **H** MS2-RIP followed by RT-qPCR to detect *TCEB1* endogenously associated with truncated SPRY4-IT1. **I** *TCEB1* mRNA stability in HCT 116 cells transfected with the indicated plasmids; 48 h after transfection, the cells were treated with triptolide at a final concentration of 10 mM at the indicated times and the RNA was subsequently extracted. Upper: the percentage of remaining *TCEB1* mRNA was obtained by normalizing to corresponding expression levels in the untreated cells. Lower: half-life of *TCEB1* mRNA. **J** The effect of SPRY4-IT1 mutant on CRC cell metastasis in vivo. Bioluminescent signals were assayed 2 weeks after tail vein injection for Ctrl, with full length SPRY4-IT1 (SPRY4-IT1-full) or mutant SPRY4-IT1 lacking 1-120 (SPRY4-IT1-Δ3) HCT 116 stable cell lines (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.001 vs. NC.

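The heat map of Fig. 2B names 20 genes, of which 19 could be matched to a probe through an accession; IFI27 was not analysed here. All 19 changed in the direction drawn, and 16 of them were called, both over all probes and adjusted over the list alone. Since the study chose the genes on these arrays, neither count is independent evidence. The 9 genes drawn higher were all called. CSF2, MT4 and ANXA10 were not well above background on any NC array, so their rises are bounds, of at least 29.4-fold, at least 73.1-fold and at least 24.4-fold. DHRS2, well above background on all 6 arrays, had a log2 fold change of 5.87, with a normalized log2 signal of 2.70 ± 1.00 (SD, n = 3) in SPRY4-IT1-overexpressing cells and −3.17 ± 0.10 (SD, n = 3) in NC cells. Among the 10 genes drawn lower, 7 were called; HMGB3, RRP15 and TYRP1 were not. Fitted falls to background have no firm order. With the brightest called probe standing for a gene, which for these 3 is another probe than the one above, 8 of the 10 genes with the largest fitted falls are drawn in the heat map. The other two were VPS13D, at least 2.49-fold lower and not well above background on any SPRY4-IT1 array, and TOGARAM2, with a log2 fold change of −3.39 (standard error 0.18, adjusted p = 1.7e-04 from limma). Requiring a probe well above background on all 6 arrays left 8 of the heat map genes, of which 4 were called as drawn.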

To validate the direct binding between SPRY4-IT1 and *TCEB1* via STAU1, we performed an anti-STAU1 RIP to pull-down endogenous lncRNAs and mRNAs associated with STAU1(Supplementary Information material: RIP). Interestingly, we demonstrated by RT-PCR analysis that the STAU1 immunoprecipitate from HCT 116 cells was significantly enriched in SPRY4-IT1 and *TCEB1* compared to that with IgG (Fig. 2E). To map the SPRY4-IT1 domain(s) required for *TCEB1* interactions, we generated various SPRY4-IT1 deletion mutants (Supplementary Fig. S6) and assessed their interactions with *TCEB1* by RIP using HEK293T cells (Fig. 2F). Based on this analysis, a SPRY4-IT1 deletion mutant (Δ2, Δ3) lacking the Alu element (1–120 bp) did not interact with STAU1, whereas all other mutants tested showed binding that was comparable to that of the wild-type protein (Fig. 2G). MS2-RIP was used to further validate the direct interaction between SPRY4-IT1 and *TCEB1*(Supplementary Information material: RIP). For this, the precipitated 3′-UTR of *TCEB1* was analyzed by real-time PCR. We found that MS2-tagged wild-type SPRY4-IT1 immunoprecipitate was enriched in the 3′-UTR of *TCEB1* compared to that with the empty vector and SPRY4-IT1 harboring a deletion (Δ2, Δ3) (Fig. 2H). We also overexpressed the panel of SPRY4-IT1 mutants and measured *TCEB1* mRNA stability following RNA PolII inhibitor Triptolide treatment. Interestingly, the SPRY4-IT1 mutant lacking the Alu element failed to promote *TCEB1* mRNA stability (Fig. 2I). We also found that STAU1 downregulation promoted TCEB1 mRNA stability in SPRY4-IT1-overexpressing HCT 116 cells (Supplementary Fig. S7). Importantly, SPRY4-IT1 deletion (Δ3) could not promote cancer metastasis in vitro (Supplementary Fig. S8) and in vivo (Fig. 2J).

To test the specificity of the SPRY4-IT1-TCEB1 mRNA interaction, we transfected two previously reported Alu-containing lncRNAs, FBXL19-AS1 and LINC00346 in HCT 116 cells, it was not observed for the binding of TCEB1 mRNA to STAU1 (Supplementary Fig. S9a). Also, overexpression of SPRY4-IT1 RNA was unable to cause other Alu-containing mRNAs (ANKH and RRP15) to bind to STAU1 (Shown in Supplementary Fig. S9b). These results suggested that SPRY4-IT1 interacts with *TCEB1* via STAU1.

#### The SPRY4-IT1–TCEB1 axis regulates metastasis in cancer cells

Having confirmed the ability of SPRY4-IT1 to bind STAU1 and *TCEB1*, we next investigated whether this affected the expression of TCEB1. We ectopically overexpressed SPRY4-IT1 in HCT 116, MCF-7, and OVCAR-3 cells and observed significantly decreased levels of TCEB1 (Fig. 3A and Supplementary Fig. S10a), whereas knockdown of SPRY4-IT1 dramatically enhanced TCEB1 expression (Fig. 3B and Supplementary Fig. S10b). Moreover, we also found that higher levels of SPRY4-IT1 correlated with repressed TCEB1 protein levels in human colorectal, breast, and ovary cancer tissues (Figs. 3C and D), supporting the fact that SPRY4-IT1 mediates the down-regulation of TCEB1 in cancer.

**Fig. 3:**
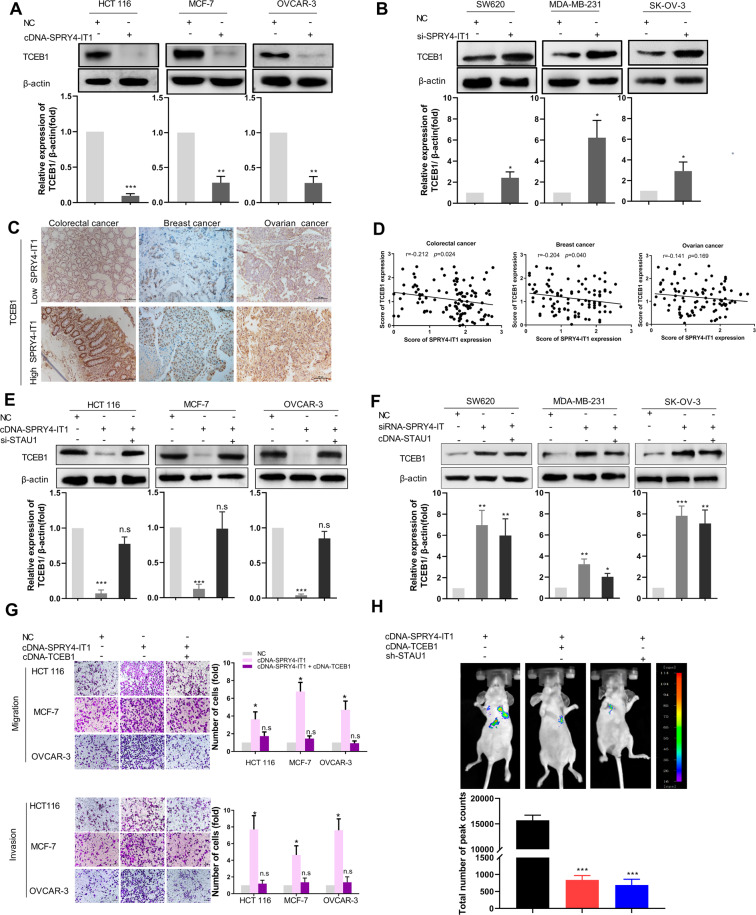
SPRY4-IT1 promotes the migration and invasion of human cancer cells through the negative regulation *TCEB1* and interactions with STAU1. **A** SPRY4-IT1 suppresses the protein expression of *TCEB1* in multiple cancer cell lines. Cell lysates from HCT 116, MCF-7, or OVCAR-3 cells with SPRY4-IT1 overexpression were subjected to western blot analysis. The immunoblots presented were derived from replicate samples run on parallel gels. **B** Similar experiments were performed in siSPRY4-IT1-expressing SW620, MDA-MB-231, and SK-OV-3 cells to study the functional roles of SPRY4-IT1. The immunoblots presented were derived from replicate samples run on parallel gels. **C** Representative colorectal, ovarian, and breast cancer tissues showing the expression of *TCEB1* in high- and low-SPRY4-IT1-expression tissue groups. Scale bars: 100 μm. **D** SPRY4-IT1 and TCEB1 expression scores were determined by analyzing their correlations in colorectal, ovarian, and breast cancers. **E**, **F** Cells were transfected with indicated siRNAs or cDNA for 48 h and analyzed for TCEB1 expression by western blot. **G** HCT 116, MCF-7, or OVCAR-3 cells overexpressing SPRY4-IT1 were transfected with control or TCEB1 cDNA for 48 h, and then cell migration and invasion were determined as described in the Materials and Methods. **H** SPRY4-IT1OE HCT 116 stably expressing SPRY4-IT1 plus TCEB1 cDNA or STAU1 shRNA were injected into the tail vein of nude mice (*n* = 3). The kinetics of cancer liver and lung metastasis was monitored and representative images are shown. *p < 0.05, **p < 0.01, ***p < 0.001 vs. NC.

Next, we determined whether TCEB1 expression, regulated by SPRY4-IT1, is mediated by STAU1; to address this, we administered si-STAU1 to MCF-7, HCT 116, and OVCAR-3 cells transiently overexpressing SPRY4-IT1. The silencing efficiency of si-STAU1 in cells was verified through qRT-PCR and western blot (Supplementary Fig. S11). The overexpression efficiency of cDNA-STAU1 was verified by western blot (Supplementary Fig. S12). As expected, the reduction in TCEB1 expression mediated by SPRY4-IT1 was almost completely reversed by the down-regulation of STAU1 (Fig. 3e and Supplementary Fig. S13a). The induction of TCEB1 expression by SPRY4-IT1 siRNA was not significantly influenced by the upregulation of STAU1 (Fig. 3F and Supplementary Fig. S13b). These results suggested that SPRY4-IT1 regulates TCEB1 expression in a STAU1-dependent manner.

Because our results showed that SPRY4-IT1 promotes cancer metastasis, we next addressed the functional role of TCEB1 in this phenotype. We ectopically overexpressed TCEB1 in SPRY4-IT1-overexpressing MCF-7, HCT 116, and OVCAR-3 cells and discovered that this could partially attenuate the increased cell migration and invasion mediated by SPRY4-IT1 overexpression (Fig. 3G and Supplementary Fig. S14). The decreased migration capacity associated with SPRY4-IT1 silencing in SW620, MDA-MB-231, and SK-OV-3 cells was also rescued by TCEB1 knockdown (Supplementary Fig. S15 and S16). To determine if SPRY4-IT1 dependent metastasis formation in vivo was mediated by TCEB1 and STAU1, we expressed TCEB1 cDNA in SPRY4-IT1-overexpressing HCT 116 cell line. As expected, TCEB1 overexpression partially reverted the prometastatic role of SPRY4-IT1 in HCT 116 in spontaneous metastasis assays. The overexpression of SPRY4-IT1 promoted pulmonic metastases in HCT 116 cells, which was also strongly abolished by inhibition of STAU1 (Fig. 3h). These results indicated that the mechanism through which SPRY4-IT1 functions in cancer cells might be attributed to SPRY4-IT1/TCEB1 complexes.

#### SPRY4-IT1-mediated suppression of TCEB1 activates HIF-1α signaling pathways

TCEB1 is a key factor for the formation and activity of E3 ubiquitin ligase complexes [17]. It has been reported that decreased TCEB1 expression or function can reduce the activity of E3 ubiquitin ligases and suppress the ubiquitination of hypoxia-inducible factor 1α (HIF-1α), resulting in enhanced expression [18]. We thus tested whether the SPRY4-IT1-mediated suppression of TCEB1 could activate HIF-1α signaling pathways. We found that the knockdown of SPRY4-IT1 in MDA-MB-231, SW620, and SK-OV-3 cells decreased HIF-1α and MMP-9 protein expression, whereas TCEB1 inhibition rescued this effect (Fig. 4A). Inversely, overexpression of SPRY4-IT1 in HCT 116, MCF-7, and OVCAR-3 cells could increase HIF-1α and its downstream factor MMP-9, whereas TCEB1 overexpression abrogated SPRY4-IT1-induced HIF-1α and MMP-9 upregulation (Fig. 4B). However, mRNA levels of *HIF-1α* were not significantly changed upon SPRY4-IT1 manipulation (Supplementary Fig. S17).

**Fig. 4:**
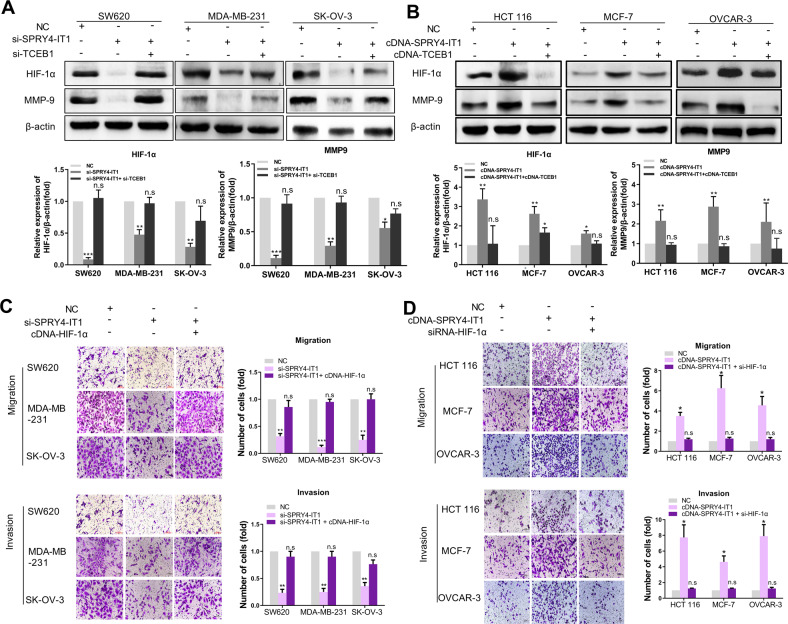
SPRY4-IT1 activates HIF-1α signaling pathways via TCEB1. **A** MDA-MB-231, SW620, and SK-OV-3 cells were transfected with NC, SPRY4-IT1 siRNA, or TCEB1 siRNA. The expression levels of HIF-1α and TCEB1 were analyzed by western blot. β-actin was used as a loading control. **B** MCF-7, HCT 116, and OVCAR-3 cells were transfected with SPRY4-IT1 cDNA (cDNA-SPRY4), TCEB1 cDNA (TCEB1), and the negative control (NC). The expression of HIF-1α and TCEB1 was analyzed by western blot. β-actin was used as a loading control. **C**, **D** Cell migration and invasion were detected by transwell assays. *p < 0.05, **p < 0.01, ***p < 0.001 vs. NC.

We then investigated whether SPRY4-IT1 regulates migration and invasion by modulating HIF-1α. The overexpression of HIF-1α in MDA-MB-231, SW620, and SK-OV-3 cells rescued the diminished migration and invasion ability induced by SPRY4-IT1 knockdown (Fig. 4C and Supplementary Fig. S18). Conversely, in HCT 116, MCF-7, and OVCAR-3 cells, the overexpression of promoting effect of SPRY4-IT1 on migration and invasion was dampened with HIF-1α knockdown (Fig. 4D and Supplementary Fig. S19). These data suggest that HIF-1α might be the downstream effector of SPRY4-IT1 during cancer metastasis.

#### NF-κB is an upstream regulator of SPRY4-IT1

Increasing evidence indicates that transcription factors such as E2F1 and SP1 can activate the transcription of downstream targets including lncRNAs [19, 20]. To gain further insight into the regulation of SPRY4-IT1 transcription, we utilized the JASPAR (http://jaspar.genereg.net/) online prediction tool to identify potential transcription factors that regulate SPRY4-IT1 expression. NF-κB/p65 was found to bind the SPRY4-IT1 promoter region with a high score (Figs. 5A and 5B). Next, we characterized the binding of NF-κB/p65 to the promoter region of SPRY4-IT1. Subsequent luciferase reporter assays using a group of SPRY4-IT1 promoter constructs confirmed the functional involvement of these NF-κB-binding motifs (Supplementary Information material: Luciferase activity assay). Compared to that with the negative control, the pCMV-NF-κB/p65 plasmid remarkably enhanced luciferase activity from SPRY4-IT1 reporters in 293 T cells (Fig. 5C). ChIP-PCR assays (Supplementary Information material: CHIP) also indicated that each of these binding sites was indeed a bona fide motif that was bound by NF-κB/p65 (Fig. 5D). We also found that the transfection of HCT 116, MCF-7, and OVCAR-3 cells with a NF-κB/p65 expression vector could increase SPRY4-IT1 expression (Fig. 5e and Supplementary Fig. S20). Conversely, the specific NF-κB inhibitor BAY 11-7802 and siRNA targeting NF-κB (si-NF-κB/p65) suppressed SPRY4-IT1 expression (Figs. 5F, G and Supplementary Fig. S21). However, levels of SPRY4-IT1 were not significantly changed upon NF-κB/p50 manipulation (Supplementary Fig. S22). NF-κB and SPRY4-IT1 levels were also positively correlated in colorectal, breast, and ovarian cancer tissues (Fig. 5H, *p* < 0.05). Taken together, these findings provided compelling evidence that SPRY4-IT1 is a direct transcriptional target of NF-κB/p65.

**Fig. 5:**
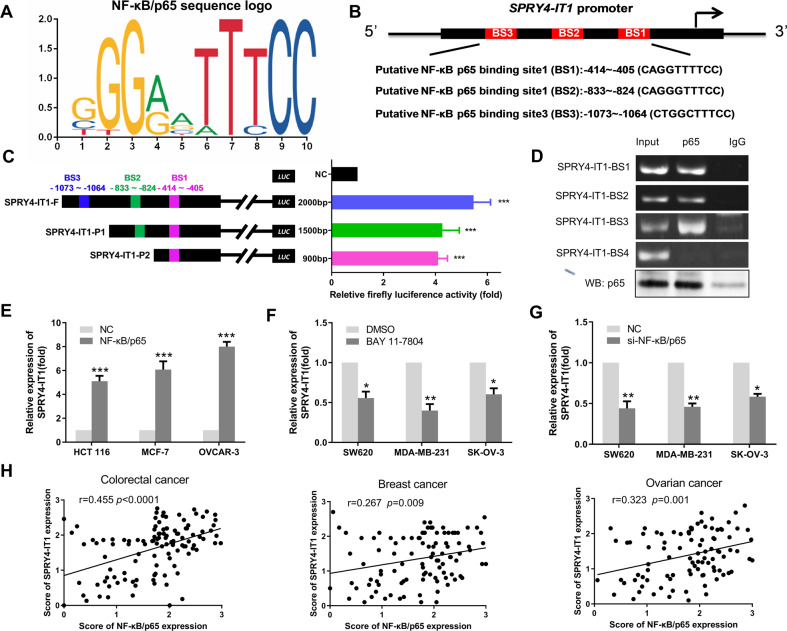
NF-κB binds the promoter regions of SPRY4-IT1 and transcriptionally upregulates its expression. **A** The sequence logo of NF-κB/p65 was predicted by the JASPAR database. **B** Schematic of predicted binding sites (BS) between SPRY4-IT1 and NF-κB/p65. **C** Construction of luciferase reporter vectors comprising different truncation variants of SPRY4-IT1. Dual-luciferase reporter assays were performed by co-transfecting the full-length SPRY4-IT1 promoter (SPRY4-F) or truncated SPRY4-IT1 (SPRY-P1, SPRY4-P2) with NF-κB/p65 cDNA plasmid or empty vectors in 293 T cells. Relative luciferase activity was then assayed. **D** ChIP assay showing endogenous NF-κB/p65 bound to the SPRY4-IT1 promoter in HCT 116 cells. **E** RT-qPCR analysis of SPRY4-IT1 expression in MCF-7, HCT 116, and OVCAR-3 cells following the transient transfection of NF-κB/p65 cDNA. **F**, **G** RT-qPCR analysis of SPRY4-IT1 expression in MDA-MB-231, SK-OV-3, and SW620 cells treated with an NF-κB inhibitor (**F**) and siRNA (**G**) for 48 h. **H** SPRY4-IT1 and NF-κB/p65 expression scores were determined by analyzing correlations between these markers in colorectal, ovarian, and breast cancers.

#### NF-κB promotes metastasis by activating SPRY4-IT1 transcription and regulates TCEB1 and HIF-1α

In cancer cells, the NF-κB family of transcription factors plays pivotal role in both promoting and maintaining an invasive phenotype [21]. We, therefore, interrogated the role of SPRY4-IT1 in mediating cancer cell migration as it relates to NF-κB. As expected, transfecting HCT 116, MCF-7, and OVCAR-3 cells with NF-κB/p65-encoding cDNA increased migration and invasion, which was partially abolished upon SPRY4-IT1 silencing (Fig. 6A). Further, we ectopically expressed NF-κB/p65 in HCT 116, MCF-7, and OVCAR-3 cells and analyzed TCEB1 and HIF-1α levels. Results showed that the introduction of exogenous NF-κB expression could efficiently downregulate TCEB1 and increase HIF-1α expression in cancer cells. Consistently, the ectopic expression of SPRY4-IT1 abolished these effects (Fig. 6B). We also found that NF-κB/p65 and TCEB1 were negatively correlated in colorectal, breast, and ovarian cancer tissues (*p* < 0.05, Fig. 6C, D). These observations are consistent with our model and support the notion that NF-κB activates SPRY4-IT1 to inhibit TCEB1 expression and subsequently increase HIF-1α expression.

**Fig. 6:**
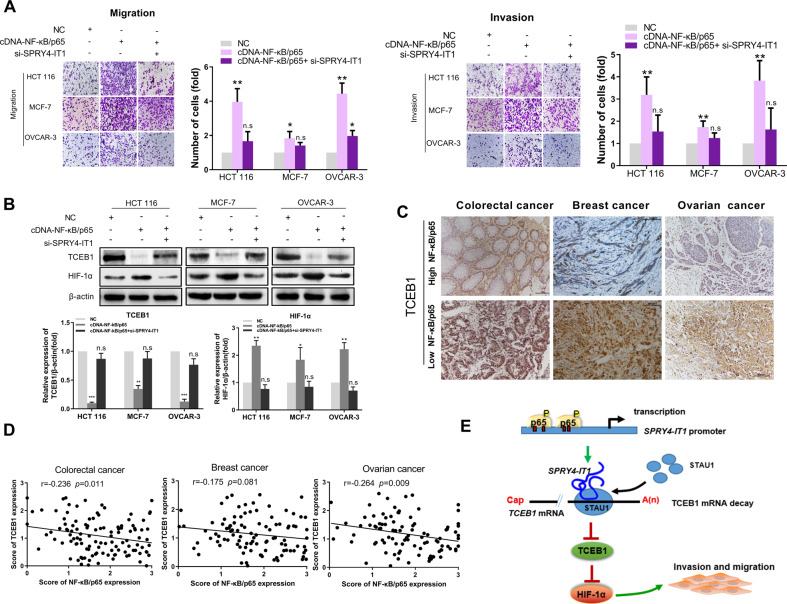
NF-κB promotes metastasis by activating SPRY4-IT1 transcription and regulating TCEB1 and HIF-1α. **A** MCF-7, HCT 116, and OVCAR-3 cells were transfected with NF-κB/p65 cDNA plus siSPRY4-IT1, and cell migration and invasion were measured by transwell assays. **B** The expression of HIF-1α and TCEB1 were analyzed by western blot. Cell lines were treated as in (**A**). **C** Representative colorectal, ovarian, and breast cancer tissues showing the expression of TCEB1 in high- and low-NF-κB/p65 expression tissue groups. Scale bars: 100 μm. **D** Negative relationship between TCEB1 and NF-κB/p65 expression in colorectal, ovarian, and breast cancer tissues. *p < 0.05, **p < 0.01, ***p < 0.001 vs. NC. **E** Proposed model in which SPRY4-IT1 mediates the migration and progression of cancer cells.

## Discussion

In this study, we provided insight into the molecular mechanisms underlying cancer metastasis by identifying a new pathway that affects this process. Specifically, SPRY4-IT1 was found to have an oncogenic function with respect to cancer metastasis in part by promoting STAU1-mediated *TCEB1* mRNA decay; this was achieved through the formation of duplexes with 3′-UTRs via Alu elements, and subsequently the upregulation of the HIF-1α signaling pathway. Importantly, NF-κB was found to bind directly to the SPRY4-IT1 promoter region to activate transcription and ultimately inhibit TCEB1 expression, subsequently increasing HIF-1α expression. A model summarizing these concepts is presented in Fig. 6e.

SPRY4-IT1, which is located on chromosome 5q31.3 and derived from an intron within the *SPRY4* gene, was first identified as an oncogene in melanoma, as it plays an important role in melanoma cell growth, apoptosis, migration, and invasion [22].

Providing new insight into the role of SPRY4-IT1 in cancer was an important outcome of this study because its precise functions have been difficult to resolve, with reports of both tumor-suppressive and oncogenic activity. For example, SPRY4-IT1 is upregulated in many cancer types including breast cancer, cholangiocarcinoma [23], pancreatic ductal adenocarcinoma [24], hepatic cellular carcinoma [25, 26], and melanoma [22]. In contrast, it appears to be downregulated in non-small-cell lung cancer [27] and gastric cancer [28] and acts as a potential tumor suppressor. This suggests that this lncRNA might exert an oncogenic or tumor suppressor function depending on the tissue-specific expression pattern and context. Our demonstration that SPRY4-IT1 promotes invasion, migration, and metastasis is consistent with the former findings. In our study, to ensure that findings were not predicated on a single model and therefore likely to be robust, we utilized multiple cell lines (including colorectal, breast, and ovarian cancer) for in vitro assays, as well as different tissues. Promisingly, SPRY4-IT1 induced metastasis not only in colorectal cancer cells but also in ovarian and breast cancer cells, indicating that it is a more general promoter of metastasis.

Currently, the mechanism underlying the function of SPRY4-IT1 in tumors is not well-defined. SPRY4-IT1 is known to have both nuclear and cytoplasmic versions. In the nucleus, SPRY4-IT1 domains interact with the intronic regions of *SMYD3*, *SND1*, *MEOX2*, *SOX5*, *RASAL2*, and *DCTN6* pre-mRNAs [29]. In the cytoplasm, SPRY4-IT1 by functioning as ceRNAs or “RNA sponges” regulating *AMPK, EZH2* mRNA stability [23, 30]. In the present study, we report that SPRY4-IT1 is localized preferentially in the cytoplasm, as determined by FISH experiments; We identified the involvement of SMD in SPRY4-IT1-mediated cancer metastasis. In 2011, a novel regulatory mechanism was identified in which lncRNAs transactivate SMD by forming duplexes with 3′-UTRs via Alu elements [31]. In such cases, STAU1-binding sites can be formed by imperfect base-pairing between an Alu element in the 3′-UTR of an SMD-target and another Alu element in a cytoplasmic, polyadenylated lncRNA. Damas and colleagues showed that lncRNA-SNHG5 promotes colorectal cancer cell survival by counteracting STAU1-mediated *SPATS2* mRNA destabilization [32]. Yang et al. showed that LINC00346 can bind to STAU1 and promote the degradation of ZNF655 mRNA [33]. Given its cytoplasmic location, the SPRY4-IT1-mediated control of genes might occur at the post-transcriptional level through direct associations with target mRNAs. To determine the SMD-associated mechanisms related to SPRY4-IT1 activity, we performed RNA transcriptome sequencing to identify differentially expressed genes between control and SPRY4-IT1-overexpressing cells. Studies showed that STAU1-binding sites can be created by imperfect base pairing between an Alu element of an mRNA target of SMD and another Alu sequence in a half-STAU1-binding site lncRNA. Therefore, we focused on mRNAs that contain a single 3′-UTR Alu-element. We showed that *TCEB1* is sensitive to STAU1-mediated mRNA decay and that SPRY4-IT1 can promote the association between STAU1 and TCEB1. We also observed that STAU1 knockdown could rescue the metastatic phenotype mediated by SPRY4-IT1 overexpression, thus confirming the genetic interaction between the SPRY4-IT1 and STAU1, which promotes the degradation of *TCEB1*. Furthermore, TCEB1 functions as a key factor in E3 ubiquitin ligase complexes and can regulate HIF-1α expression [18]. HIF-1α regulates different genes to facilitate cancer metastasis [34, 35]. Notably, this protein was found to be remarkably upregulated upon SPRY4-IT1 overexpression. Thus, based on our results here, TCEB1 and HIF-1α could be crucial SPRY4-IT1 targets. Furthermore, our data demonstrated that the interaction between SPRY4-IT1 and STAU1 is required for the aforementioned functions in cancer.

HIF-1α is one of the best-studied oncogenes, as it transcriptionally regulates genes that facilitate cancer metastasis. Further, TCEB1 is a key factor in the formation and activity of E3 ubiquitin ligase complexes [36, 37]. It has been reported that decreased TCEB1 expression or function can suppress the ubiquitination of HIF-1α, enhancing its expression, and mediating the tumorigenesis of clear-cell renal cell carcinoma [18]; however, this is not well-understood. In this study, we found that SPRY4-IT1 upregulates HIF-1α protein levels in a TCEB1-dependent manner. Thus, SPRY4-IT1 comprises an additional layer of HIF-1α regulation in cancer cells. Whereas Lys391 and Lys477 of HIF-1α are the major ubiquitination sites, it remains unclear which is regulated by SPRY4-IT1 in a TCEB1-dependent manner. These questions should be addressed by future experiments, which could shed further light on the role of SPRY4-IT1 in tumor metastasis and its associated mechanism.

NF-κB is constitutively active in many tumors and considered a key factor for cancer development. In this study, our data demonstrated that SPRY4-IT1 overexpression in cancer cells could be activated by NF-κB, which can also promote the expression of the lncRNA NKILA [38]. We also showed that SPRY4-IT1 mediates the promoting effect of NF-κB on tumor metastasis [39]. Some studies suggested that NF-κB is involved in cancer progression; conventional explanations for this phenomenon include the induction of the expression of proto-oncogenes such as *c-myc* [40] and *cyclin D1* [41], adhesion molecules such as VEGFs [42] and MMPs [43], and miRNAs [44, 45]. Our study identified a new mechanism through which NF-κB activates SPRY4-IT1, which consequently inhibits TECB1 and activates HIF-1α signaling. Thus, the NF-κB/SPRY4-IT1/TCEB1/HIF-1α axis might play a critical role in facilitating metastatic processes.

In summary, we explored a novel mechanism through which SPRY4-IT1 induces the degradation of target mRNAs, and found that the binding between *TCEB1* and SPRY4-IT1 is dependent on STAU1 and that the induction of target mRNA degradation is an important function of STAU1. Therefore, the promotion of mRNA degradation might serve as an important mechanism underlying SPRY4-IT1 functions. Our results ultimately indicated that a strategy resulting in the destabilization of binding between SPRY4-IT1 and STAU1, using a specific agent such as a small molecule, could be employed to treat tumor patients harboring metastases.

## Materials and methods

Additional detailed Materials and Methods are available in the Supplementary Information (SI). The sequences of probe and primer are shown in Supplementary Table S1. The information of antibodies is shown in Supplementary Table S2. The information of siRNAs or shRNA is shown in Supplementary Table S3.

### Cell culture and reagents

The human colorectal HCT 116 (CVCL_0291), Caco-2(CVCL_0025), HT-29 (CVCL_0320), SW480 (CVCL_0546), SW620 (CVCL_0547), breast MCF-7(CVCL_0031), T-47D (CVCL_0553), MDA-MB-231(CVCL_0062), ovarian Caov-3(CVCL_0231), SK-OV-3(CVCL_0532) cancer cell lines and HEK293T(CVCL_0063) were obtained from the GeneChem Corporation (Shanghai, China). OVCAR-3(CVCL_0465) was obtained from the Nanjing KeyGen Biology (Nanjing, China). All human cell lines have been authenticated using STR profiling. OVCAR-3, Caco-2, MCF-7, Caov-3 and HEK293T cells were cultured in DMEM (Gibco, Carlsbad, CA, USA). T-47D and OVCAR-3 cells were cultured with RPMI 1640 (Gibco, Carlsbad, CA, USA). HCT 116 and HT-29 cells were cultured with McCoy’s 5a (Gibco, Carlsbad, CA, USA). SW480, SW620, and MDA-MB-231 cells were cultured with Leibovitz’s L-15 (Gibco, Carlsbad, CA, USA) medium containing 10% fetal bovine serum, 100 U/mL penicillin, and 100 mg/mL streptomycin. To inhibit NF-κB activities, BAY 117082 (Selleckchem, Houston, TX, USA) was used.

### Patients tissue samples

Formalin-fixed, paraffin-embedded samples (113 colorectal, 101 breast, and 96 ovarian cancer) were obtained from the First Affiliated Hospital and Shengjing Hospital of China Medical University, between 2009 and 2012. None of the patients had received radiotherapy or chemotherapy before surgery. Informed consent was obtained from each patient. Processing of patient material and data has been approved by the ethics committee of China Medical University (reference number: [2016]054).

### Statistical analyses

Statistical analyses were performed with SPSS 19.0 (IBM, SPSS, Chicago, IL, USA) and GraphPad Prism 5.0 (GraphPad Software Inc., CA, USA). The data were expressed as means ± standard deviation (SD) and were analyzed by either a Student *t* test (two samples) or one-way analysis of variance (ANOVA) when the variance is similar between the groups. The survival rates were evaluated by the Kaplan–Meier method and the log-rank test. Correlations between groups were analyzed by Pearson correlation analysis. Results with P values less than 0.05 were considered statistically significant.

The sample size for cell experiments, usually three or more, is based on the size and consistency of measurable differences between groups. No statistical method was used to predetermine the sample size for xenograft mice experiment, which was based on previous experimental observations. The sample size of each experiment is shown in the legend. No data were excluded from the analysis.

### Experimental procedures

Cancer cell lines were cultured and transfected with either SPRY4-IT1 siRNA or an overexpression vector. The metastatic capacity of the cells was assessed by transwell migration/invasion assays in vitro and by mouse tail–vein injection assays in vivo. To elucidate the SMD-associated mechanism through which SPRY4-IT1 exerts its pro-metastatic effects, mRNA microarray and bioinformatics prediction were used to identify the 3′-UTR of mRNAs that contain Alu elements. RNA immunoprecipitation assays (RIP) were carried out to verify the interaction between STAU1 and its binding RNAs. Further, the JASPAR CORE database was used to predict the transcriptional regulator of SPRY4-IT1. A luciferase reporter system, chromatin immunoprecipitation (ChIP) assays, and immunoblotting assays were used to investigate the regulatory targets and interacting proteins of SPRY4-IT1. Rescue experiments were performed to exclude the possible off-target for RNA knockdown experiments using re-expression of the same gene. Towards this, cDNA version was used. Clinical colorectal, breast, and ovarian patient tumor samples were used to study all clinical significance.

## Supplementary information

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

Supplementary Figure S7

Supplementary Figure S8

Supplementary Figure S9

Supplementary Figure S10

Supplementary Figure S11

Supplementary Figure S12

Supplementary Figure S13

Supplementary Figure S14

Supplementary Figure S15

Supplementary Figure S16

Supplementary Figure S17

Supplementary Figure S18

Supplementary Figure S19

Supplementary Figure S20

Supplementary Figure S21

Supplementary Figure S22

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Microarray data are available at Gene Expression Omnibus with accession number GSE140616.

# Supplementary material for: NF-κB-activated SPRY4-IT1 promotes cancer cell metastasis by downregulating TCEB1 mRNA via Staufen1-mediated mRNA decay
**Source:** Oncogene. 2021 Jun 23;40(30):4919–29. doi: 10.1038/s41388-021-01900-8
**Supplement:** Supplementary file 1 — Supplementary Information

**NF-κB-activated SPRY4-IT1 promotes cancer cell metastasis by down-regulating TCEB1 mRNA via Staufen1-mediated mRNA decay**

Lin Zhao^1,2┼^, Longyang Jiang^1,2┼^, Ming Zhang^1,2^, Qiang Zhang^1,2^, Qiutong Guan^1,2^, Yalun Li^3^, Miao He^1,2^, Jingdong Zhang^4*^，Minjie Wei^1,2*^

**Supplementary Methods and Materials.**

**Quantitative PCR and Western blot analysis**

Quantitative PCR and Western blot analysis assays were performed as described in our previous studies [[1](#_ENREF_1), [2](#_ENREF_2)]. Specifically, the exposure time of HIF-1α was extended to 5 minutes due to the low basic expression of HIF-1α under normal oxygen conditions. The specific primers and antibodies are listed in Table S1 and 2.

**Oligonucleotide, plasmid transfection**

Effective siRNA oligonucleotides and cDNA of SPRY4-IT1 were purchased from RiboBio (RIBOBIO Technology Co., Ltd. Guangzhou, China). Effective siRNA/shRNA of TCEB1, STAU1, NF-κB/p65 or HIF-1α were purchased from Santa cruz (Santa Cruz Biotechnology, USA). To exclude of target effects of siRNA, scrambled sequence was used as a negative control. In siRNA experiments, both mRNA and protein levels were monitored to validate the RNAi target. The siRNA and cDNA were transfected with Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. The information of siRNAs is listed in Table S1 and 4.

**Stable cell line generations**

For lentiviral preparation, overexpression of SPRY4-IT1 in HCT 116 cells were achieved using the GV367 lentiviral vector (Genechem, Shanghai, China). The vector was packaged in 293 cells. Recombinant lentiviruses were produced by transient transfection of HEK293T cell. The supernatant fraction containing lentiviral particles was collected at 72 hr, followed by infection into HCT 116 cells supplemented with 10 μg/ml polybrene. At 12 hr after infection, the medium was replaced with fresh medium containing 0.5 mg/mL puromycin until all control cells (those not infected) died (usually 2–3 days) in the puromycin medium. All the plasmids were confirmed by DNA sequencing.

**RNA immunoprecipitation (RIP) assay**

RIP were performed as previously reported [[3](#_ENREF_3)].HCT 116 cells were transfected with pcDNA-SPRY4-IT1, pcDNA-SPRY4-IT1-truncations. After 48 hours, cells were used to perform RIP using the STAU1 antibody and Magna RIP RNA-binding protein Immunoprecipitation Kit (Millipore) according to the manufacturer’s instructions. Then the expression of TCEB1 mRNA was analyzed by qPCR. For MS2bs-MS2bp–based RIP assay, HCT 116 cells were transfected with pcDNA-SPRY4-IT1-MS2, pcDNA-SPRY4-IT1-truncations-MS2. After 48 hours, cells were used to perform RIP using a Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore). Then the expression of TCEB1 mRNA was analyzed by qPCR.

**Luciferase activity assay**

The assays were performed as previously described in our published paper [[2](#_ENREF_2)]. To figure out the direct binding site of NF-κB/p65 to the promoter region of SPRY4-IT1, the SPRY4-IT-promoter reporter constructs were co-transfected with full length NF-κB cDNA (NF-κB-F), or truncated SPRY4-IT1(SPRY-P1, SPRY4-P2) into HEK-293T cells using Lipofectamine 2000. After transfection for 48 h, luciferase activity was detected using the Dual Luciferase Reporter Gene Assay kit (Promega). Relative luciferase activity was normalized to the control.

**Chromatin immunoprecipitation (ChIP) assay**

ChIP assay was performed with a commercially available kit (Millipore, Merck KGaA, Darmstadt, Germany, 17-295), according to the manufacturer’s instructions. Briefly, cells (2×10^6^) were crosslinked in 1% formaldehyde for 10 min at room temperature, then the crosslink was stopped with 0.125 M glycine. Cells were sonicated and the collected supernatant was incubated with dyna beads protein G and 4μg of NF-κB/p65 primary antibody (Millipore, Merck KGaA, Darmstadt, Germany, 17-10060, mouse monoclonal) at 4°C, IgG was used as negative control. After 12h, chromatin was collected, purified, and de-crosslinked at 65°C. The precipitated DNA fragments were quantified by PCR analysis, using the primers shown in Supplementary Table S1.

**mRNA microarray**

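On the arrays of HCT 116 cells with and without SPRY4-IT1 overexpression, 999 probes were printed 10 times each and every other probe a single time. Between 241 and 506 of the spots on an array were marked as outliers by the scanner software and were left out of the averages. No spot apart from control spots was marked as saturated. For 8 probes every spot was an outlier on some array, and these were not tested.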

The mRNA microarray profiling was carried out using the Agilent Whole Genome Oligo Microarrays (Cat.no. G4112F, 4×44k arrays). The quantification and quality check of total RNA were performed through NanoDrop ND-1000 Spectrophotometer (Thermo Scientific, Waltham, MA). RNA labeling, microarray hybridization, array scanning, data extraction and result analysis were performed by the KangChen Bio-tech company (Shanghai, China). 

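The authors deposited a matrix of normalized log2 values beside the scanner files, with 34127 probes and 56 control entries. These values ranged from 2.32 to 17.91. Within each array they ranked the probes nearly as the scanner signal did. The sorted values of the 6 arrays differed by at most 0.27 between the 1st and 99th percentiles, so the arrays had nearly the same distribution; the paper's text does not name the normalization. With the matrix in place of the scanner signal, limma called 1585 probes higher and 2159 lower, and 42.3% of the calls were higher.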

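An unadjusted P under 0.01 with a fold change of 2 gave 2071 probes higher and 1664 lower with limma on the scanner signal. The methods' t-test gave 1456 higher and 911 lower at these thresholds, and 1311 higher and 771 lower after adjustment at an FDR of 0.05. On the deposited matrix, limma gave 1570 higher and 2110 lower at the unadjusted threshold. A normalized signal of 2 lies below the lowest value of that matrix, so on its log2 scale such a criterion removes no probe. The paper's text does not name the scale of its signal criterion.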

The threshold value used to screen differentially expressed mRNAs was a fold change of ≥2.0 or ≤0.5, a P-value of less than 0.01, and a normalized signal value, indicating the relative abundance to the transcript, of ≥2.0. Microarray data are available at Gene Expression Omnibus with accession number GSE 140616. The whole datasets have been deposited in the Gene Expression Omnibus database (GSE140616).

**Histology and Immunohistochemistry (IHC)**

Fixed tissue was paraffin-embedded, sectioned (5-μm), deparaffinized in xylene, and rehydrated in graded ethanol. Samples were stained with hematoxylin and eosin (H&E) or the indicated antibodies (Supplementary Information Table S2.) according to standard protocol. Both the intensity and extent of immunoreactivity were evaluated and scored. IHC staining and score evaluation was performed according to standard protocols as described previously in our published article [[4](#_ENREF_4)].

**In situ hybridization (ISH)**

The relative expression of SPRY4-IT1 in tumor tissues was detected by in situ hybridization with a specific digoxin-labeled SPRY4-IT1 probe (5’-Dig- AATTTATGTGGCTGACAAAGGA-Dig-3’) (BOSTER, Boster Biological Technology Co., Ltd. Wuhan, China). Concisely, after dewaxed in xylene and rehydrated through gradient alcohol, the slides were digested by proteinase K 10 μg/ml at 37°C for 10min and hybridized with the specific SPRY4-IT1 probe at 4 °C overnight, then incubated with anti-Digoxin-AP (BOSTER) at 4 °C overnight. The tissues were stained with DAB (BOSTER) and quantified as described previously in our published article [4].

**Fluorescence** **in situ hybridization (FISH)**

The cells were washed by PBS for 5 minutes three times, and then fixed in 4% paraformaldehyde for 10 minutes. The cells were washed by PBS for 5 minutes three times, and then permeabilized using 0.5% Triton X-100 for 5 minutes and washed by PBS for 5 minutes three times. Hybridization with SPRY4-IT1 probes was performed at 37℃ overnight, followed by incubation with DAPI for 10 minutes (5’-Cy3- AATTTATGTGGCTGACAAAGGA-Cy3-3’) (RIBOBIO Technology Co., Ltd. Guangzhou, China). The cells were imaged using a confocal laser scanning microscope (NIKON，Japan).

**Transwell migration/invasion assays**

The ability of the cells to migrate and invade was assessed using Corning Transwell insert chambers with pores 8 μm in size (Corning) and a BD BioCoat Matrigel Invasion Chamber (Becton Dickinson Biosciences), respectively. Transfected cells in 200 μl of serum-free medium were seeded in the upper well; the chambers were then incubated with 20% fetal bovine serum medium for 48 h at 37°C to allow the cells to migrate to the lower well. The cells that had migrated or invaded through the membrane were fixed in methanol, stained with crystal violet (Invitrogen), imaged and counted.

***In vivo* experiments**

Before tumor cell inoculation mice were randomized into different groups with approximately equivalent numbers. The investigator was blinded to the group allocation of the animals during the experiment. HCT 116 cells was transfected with pGKV5 luciferase and then treated with G418 to obtain a cell line with luciferase expressing stably. The stable cell line was then treated with control or SPRY4-IT1 cDNA to generate two groups for athymic BALB/C mice (4 weeks old, female, Chinese Academy of Sciences, Shanghai, China) tail-vein injection. Each mouse was injected with 2×10^6^ cells in 100μl PBS. Bioluminescence imaging was used to detect the metastatic foci weekly. Mice were injected with D-Luciferin (300 mg/kg, 5 min prior to imaging), anesthetized with 3% isoflurane, and then imaged in an In-Vivo Imaging System (Carestream Molecular Imaging, USA). Each tissue was excised and embedded in paraffin for histopathological examination.

**Supplementary Figures**

**Supplementary References**

1 Zhao L, Wang Y, Jiang L, He M, Bai X, Yu L *et al*. MiR-302a/b/c/d cooperatively sensitizes breast cancer cells to adriamycin via suppressing P-glycoprotein(P-gp) by targeting MAP/ERK kinase kinase 1 (MEKK1). *Journal of experimental & clinical cancer research : CR* 2016; 35: 25.

2 Bi J, Zeng X, Zhao L, Wei Q, Yu L, Wang X *et al*. miR-181a Induces Macrophage Polarized to M2 Phenotype and Promotes M2 Macrophage-mediated Tumor Cell Metastasis by Targeting KLF6 and C/EBPalpha. *Molecular therapy Nucleic acids* 2016; 5: e368.

3 Gong C, Maquat LE. lncRNAs transactivate STAU1-mediated mRNA decay by duplexing with 3' UTRs via Alu elements. *Nature* 2011; 470: 284-288.

4 Wu H, Wang H, Guan S, Zhang J, Chen Q, Wang X *et al*. Cell-specific regulation of proliferation by Ano1/TMEM16A in breast cancer with different ER, PR, and HER2 status. *Oncotarget* 2017; 8: 84996-85013.

**Legends**

**Supplementary Table S1.** The sequences for primers used in the study.

**Supplementary Table S2.** Antibodies used for IHC, RIP, CHIP and WB.

**Supplementary Table S3.** Details of pairing between SPRY4-IT1 and top 10 down regulated mRNA.

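This table, which the main text cites as Supplementary Table S4, sets out the pairing predicted between SPRY4-IT1 and mRNAs lowered on the arrays. For each mRNA it gives the length of the 3′-UTR and the number of Alu elements. Where an Alu element is present, it adds the maximum number of paired bases within it and the minimum Gibbs free energy, for which a more negative value means a more stable duplex. These are predictions from sequence, without replicates, and no array signal enters them. The mRNAs without an Alu element carry no pairing value. ARHGAP28, the negative control of Fig. 2G, is among these.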

**Supplementary Table S4.** The siRNA or shRNA used for silencing target genes.

**Supplementary Figure S1.** Expression levels of SPRY4-IT1 in multiple cancer cell lines. qRT-PCR analysis of SPRY4-IT1 expression in colorectal (HCT 116, Caco-2, HT-29, SW480, SW620), breast (MCF-7, T-47D, MDA-MB-231) and ovarian (OVCAR-3, Caov-3, SK-OV-3) cancer cell lines. *p<0.05, ** p<0.01, ***p<0.001 vs. low invasion and migration ability cells (HCT 116, MCF-7 or OVCAR-3).

**Supplementary Figure S2.** Exogenous regulation of SPRY4-IT1 by siRNA or cDNA in colorectal, breast and ovarian cancer cell lines. (a) Cells were transfected with siRNA-SPRY4-IT1 (10 nM) or control siRNA for 48h and expression levels of SPRY4-IT1 were determined by qRT-PCR analyses. (b) Cells were transfected with cDNA-SPRY4-IT1 (20 nM) or control cDNA for 48h and expression levels of SPRY4-IT1 were determined by qRT-PCR analyses. (c) 293T Cells were transfected with cDNA-SPRY4-IT1-△1/△2/△3 (20 nM) or control cDNA for 48h and expression levels of SPRY4-IT1-△1/△2/△3 were determined by qRT-PCR analyses. *p<0.05, ** p<0.01, *** p<0.001 vs. control group.

**Supplementary Figure S3.** SPRY4-IT1 correlates with poor prognosis in breast cancer and ovarian cancer patients. (a)Relative expression level of SPRY4-IT1 in breast cancer and ovarian cancer samples categorized by depth of invasion (advanced stage), lymph nodes metastasis and distant metastasis. (b) Kaplan–Meier survival analysis of overall survival and disease-free survival in breast cancer and ovarian cancer patients.

**Supplementary Figure S4.** Confocal microscopy of SPRY4-IT1 localization in SW620. Cells was labeled with Cy3, DAPI. Scale bars: 10 μm. FISH was used to detect SPRY4-IT1 location in SW620 cells.

**Supplementary Figure S5.** Cells were transfected with SPRY4-IT1 cDNA or its control vector and expression levels of mRNA were determined by qRT-PCR analyses.

**Supplementary Figure S6.** STAU1 downregulation stabilized the TCEB1 mRNA in SPRY4-IT1-overexpressing HCT 116 cells. TCEB1 mRNA stability in HCT 116 cells transfected with the indicated plasmids; 48 h after transfection, the cells were treated with triptolide at a final concentration of 10 mM at the indicated times and the RNA was subsequently extracted.

**Supplementary Figure S7.** The effect of SPRY4-IT1 Alu deletion on CRC cell metastasis in vitro.

**Supplementary Figure S8.** RIP was performed to determine the specificity interaction between SPRY4-IT1 and TCEB1. (a)HCT 116 cells were transfected with full-length SPRY4-IT1, FBXL19-AS1 and LINC00346. TCEB1 levels in immunoprecipitates are presented as fold enrichment in STAU1 antibodies relative to IgG immunoprecipitates by RIP experiments. (b) HCT 116 cells were transfected with full-length SPRY4-IT1, two other Alu-containing mRNAs ANKH and RRP15 levels in immunoprecipitates are presented as fold enrichment in STAU1 antibodies relative to IgG immunoprecipitates by RIP experiments.

**Supplementary Figure S9.** Effects of SPRY4-IT1 on TCEB1 mRNA expression. SPRY4-IT1 was overexpressed in HCT 116, MCF-7 and OVCAR-3 cells (a) or knocked down in SW620, MDA-MB-231 and SK-OV-3 cancer cell lines (b). TCEB1 mRNA levels were assayed by RT-PCR and were normalized to β-actin. *p<0.05, ** p<0.01, *** p<0.001 vs. control group.

**Supplementary Figure S10.** STAU1 knock-down. qRT-PCR and Western blot analysis of STAU1 expression after STAU1 knock-down in MCF-7, HCT 116, and OVCAR-3 cell lines.

**Supplementary Figure S11.** Over-expression of STAU1. Western blot analysis of STAU1 expression after STAU1 over-expression in SW620, MDA-MB-231, and SK-OV-3 cell lines.

**Supplementary Figure S12.** TCEB1 mRNA analysis. Cells were transfected with indicated siRNAs or cDNA for 48 h and analyzed for TCEB1 mRNA expression by qRT-PCR. *p<0.05 vs. NC.

**Supplementary Figure S13.** Over-expression of TCEB1. Western blot analysis of TCEB1 expression after TCEB1 over-expression in MCF-7, HCT 116, and OVCAR-3 cell lines.

**Supplementary Figure S14.** TCEB1 knock-down. qRT-PCR and Western blot analysis of TCEB1 expression after TCEB1 knock-down in SW620, MDA-MB-231 or SK-OV-3 cell lines.

**Supplementary Figure S15.** Effects of TCEB1 siRNA on SPRY4-IT1-mediated migration and invasion in cancer cells. SW620, MDA-MB-231 or SK-OV-3 cells were co-transfected si-SPRY4-IT1 with control or TCEB1 siRNA for 48 hours, then cell migration (a) and invasion(b) were analyzed.

**Supplementary Figure S16.** The mRNA level of HIF-1α exhibited no significant change upon manipulation of SPRY4-IT1 expression in cancer cells. SPRY4-IT1 was overexpressed in HCT 116, MCF-7 and OVCAR-3 cells (a) or knocked down in SW620, MDA-MB-231 and SK-OV-3 cancer cell lines (b) HIF-1α mRNA levels were assayed by RT-PCR and were normalized to β-actin.

**Supplementary Figure S17.** Over-expression of HIF-1α. Western blot analysis of HIF-1α expression after HIF-1α over-expression in MCF-7, HCT 116, and OVCAR-3 cell lines.

**Supplementary Figure S18.** HIF-1α knock-down. qRT-PCR and Western blot analysis of HIF-1α expression after HIF-1α knock-down in MCF-7, HCT 116, and OVCAR-3 cell lines.

**Supplementary Figure S19.** Over-expression of NF-κB/p65. Western blot analysis of NF-κB/p65 expression after NF-κB/p65 over-expression in MCF-7, HCT 116, and OVCAR-3 cell lines.

**Supplementary Figure S20.** NF-κB/p65 knock-down. qRT-PCR and Western blot analysis of NF-κB/p65 expression after NF-κB/p65 knock-down in SW620, MDA-MB-231 or SK-OV-3 cell lines.

**Supplementary Figure S21.** NF-κB/p50 could not transcriptionally upregulates SPRY4-IT1. qRT-PCR analysis of SPRY4-IT1 expression in MCF-7, HCT 116 and OVCAR-3 cells following transiently transfected NF-κB/p50 cDNA (A) or in SW620, MDA-MB-231 and SK-OV-3 following transiently transfected NF-κB/p50 siRNA(B).

How the deposited data were processed for this re-analysis (not part of the article)

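RNA of HCT 116 cells was measured on 6 one-colour Agilent arrays, 3 of SPRY4-IT1-overexpressing cells and 3 of negative control (NC) cells, 48 h after transfection. Samples were grouped by the sample labels and the paper's description. The authors deposited the scanner output of each array, in which the intensity of each spot is given by Feature Extraction 11.0.1.1 as a raw median, as a local background and as a processed signal with background subtracted and trends within the array removed. The authors also deposited a matrix of normalized log2 values of the same arrays, whose normalization the paper's text does not name. 0 columns of per-sample values were left without a sample.

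Control spots and outlier spots were left out, the log2 processed signal was averaged over the spots of a probe, and the 75th percentile of each array was subtracted. Probes well above background on at least 3 of the 6 arrays were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment, and called past a fold change of 2 at an adjusted p under 0.05. The unadjusted P under 0.01 of the paper's methods was applied as well. Files were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. The number of arrays limits the precision; the share of probes well above background was 73.2% on the lowest array and 81.8% on the highest.

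Probes were named through their accessions in a RefSeq table of assembly GRCh38.p14, while the arrays were annotated on hg19, so no coordinates are given. 25771 of 34127 probes were named, for 19740 genes, of which 4994 had more than 1 probe. The probe with the highest mean signal stood for a gene. The genes named are those of Fig. 2B and Supplementary Table S4, genes the paper names where needed, and the 10 rises and 10 falls with the largest log2 fold change among called probes whose groups did not overlap, with the brightest such probe for each gene. Within a gene list, the 3 largest and 3 smallest changes are named. No probe was matched to SPRY4-IT1 or IFI27, and both were not analysed here. Some genes that these rules cover are not reported here. The comparison of mRNAs with and without an Alu element in the 3′-UTR was not run, since 3′-UTR sequences were not used here.

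Lists of interferon-stimulated genes, HIF-1 target genes and NF-κB target genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. A list of white blood cell markers was written before its values were seen but after the genes with the largest changes were.

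Fig. 2B, drawn from these same arrays, was known when the gene lists were written, so the interferon list is not independent of it. The main settings, the gene lists apart from the markers, and the alternatives were chosen before the data were examined. These were quantile normalization, median centring, normexp background correction (offset 50), no detection filter, detection on all 6 arrays, a floor of 5, the deposited matrix with and without a mean of at least 2, eBayes with trend and robust fitting, the methods' t-test, the replicate number or the slide as a block, the median over the probes of a gene, and each array left out in turn. The normexp correction used the median spot signal in place of the mean planned. When an array was left out, the detection filter was applied again to the 5 arrays left. After the values were seen, leave-outs that kept the filter of all 6 arrays were added. Arrays scanned together were taken as arrays of one slide.

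The test was tested on simulated data for the comparison of SPRY4-IT1-overexpressing with NC cells, over 27300 probes of which 200 were changed. Of 126 probes changed by 4-fold or more, 99 (78.6%) were called, all in the right direction, and 4 unchanged probes were called. Only 200 probes were changed there, against 3813 called in the real data. Each simulated value was drawn independently and without a slide effect, so these counts do not carry over to the real arrays.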

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

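The marker list, the counts of splits, and the use of the slide block and of the other normalizations as tests of explanations, with their limits, were chosen after the results were seen; these alternatives themselves, the other gene lists and their set tests were not.

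Interferon-stimulated genes, which the paper does not discuss as a group, were higher in SPRY4-IT1-overexpressing cells than in the negative control (NC) cells. The median log2 fold change of the 36 listed genes with a tested probe was 1.64, also with genes below background at their bounds, and the mean was 2.00. In all, 34 were higher and 22 were called higher, or 23 adjusted over the list alone. The adjusted p was 3.2e-13 from camera in limma, 3.3e-06 from fry and 0.0048 from camera with an estimated correlation. The median against the NC mean was 1.62, 1.62 and 1.55 on the SPRY4-IT1 arrays 1 to 3, and 0.01, −0.03 and 0.03 on the NC arrays. RSAD2 and CXCL11, not well above background on any NC array, were higher by at least 3.11 and at least 2.86 on the log2 scale, and OASL had a log2 fold change of 5.00. The smallest were STAT2 at 0.15, RIGI at −0.04 and IFIT5 at −0.60. The 1 listed gene drawn in Fig. 2B, IFI27, had no matched probe and did not enter the test. That figure, drawn from these same arrays, was known when the list was written, so the list is not independent of it.

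A difference between the 2 slides is argued against as the whole cause of the interferon result by the median with slide as a block, 1.62, though in that fit the overexpressing group is 1 array. The normalization and background correction are argued against by the lowest median over 5 alternatives, 1.22. White blood cells mixed into the cultures remain open. Of 15 listed markers with a probe, 12 were higher and 4 were called higher, among them CD68, CORO1A and CSF1R, but the median was 0.22, and the brightest, CD79A, LCP1 and FCER1G, had log2 fold changes of −1.12, −0.20 and −0.37. The count of splits by itself cannot exclude chance, since the real split was the only 1 of the 10 splits with a median as large and 10 splits cannot give a smaller share. A response of the cells to the overexpressed transcript is a hypothesis that may account for the pattern, and was not tested apart from these. The arrays cannot tell such a response from any other difference between the transfected groups.

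NF-κB target genes, a list that shares 0 genes with the interferon list, were also higher. The median log2 fold change of 30 genes was 1.24, also with genes below background at their bounds, and the mean was 1.63. In all, 25 were higher and 16 were called higher, and 16 adjusted over the list alone. The adjusted p was 1.1e-08 from camera in limma, 1.6e-06 from fry and 0.0048 from camera with an estimated correlation. The median against the NC mean was 1.31, 1.35 and 1.44 on the SPRY4-IT1 arrays 1 to 3, and −0.01, −0.06 and 0.08 on the NC arrays. CSF2, the 1 gene of the list drawn in Fig. 2B, was higher by at least 4.88 on the log2 scale, IL6 had a log2 fold change of 4.67 and CXCL8 of 4.57. The smallest were TNFAIP2 at −0.26, CCL2 at −0.37 and REL at −0.82.

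For the NF-κB targets, the median with slide as a block was 1.35 and the lowest over the 5 normalizations and corrections was 0.93, and both argue against these as the whole cause. White blood cells remain open for the same reasons as above, with the median of the markers at 0.22, and the count of splits by itself cannot exclude chance, with 1 of the 10 splits giving a median as large. The paper places NF-κB upstream of SPRY4-IT1. A rise of NF-κB targets after overexpression may reflect a response to the transcript, a hypothesis that was not tested here. Again, the arrays cannot tell such a response from any other difference between the transfected groups.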

How the results depend on the processing

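The leave-outs that kept the detection filter of all 6 arrays, in place of the filter on the 5 arrays left that was run first, and the counts of splits of the arrays, were chosen after the results were seen. Unless stated, the cause of a change was not tested.

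The medians of the interferon-stimulated and NF-κB target genes kept their direction and their side of the threshold under all 19 alternatives with a value. Of 18 alternatives each, 17 left the Fig. 2B count of 16, and 14 left the Supplementary Table S4 count of 7, within 1.5 times. Normexp background correction gave 1026 probes higher and 875 lower at an unadjusted P under 0.01, 1050 and 933 at the FDR of 0.05, and 4 of the Supplementary Table S4 mRNAs. The methods' t-test gave 911 lower at the unadjusted threshold, and 1311 higher and 771 lower at the FDR. Detection on all 6 arrays left 4 mRNAs of Supplementary Table S4, 0 of them called lower by limma on the probe with the highest mean signal (another HMGB3 probe, at −3.71 over all tested probes, was well above background on every array), and 8 genes of Fig. 2B, 4 of them called. That filter removes probes that fell to background, and TMEM170B is there measured by its other probe, at 0.08; TCEB1 has no value there.

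TCEB1 (log2 fold change −3.15) lost significance under normexp (−1.16, adjusted p = 0.107 from limma), the methods' t-test (−3.15, adjusted p = 0.101), slide as a block (−3.48, adjusted p = 0.077) and without SPRY4-IT1 replicate 1 (−2.99, adjusted p = 0.075), over a range of 0.0056 to 0.107. The median of the HIF-1 targets lost it under camera with an estimated correlation (0.44, adjusted p = 0.186), normexp (0.37, adjusted p = 0.067), without NC replicate 3 (0.37, adjusted p = 0.069) and without SPRY4-IT1 replicate 2 (0.39, adjusted p = 0.117), and also without these arrays under the filter of all 6. HIF1A was past the FDR with slide as a block (−2.75, adjusted p = 0.038), over a range of 0.031 to 0.492. STAU1 was reversed with slide as a block (0.018, adjusted p = 0.98), within its standard error.

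With an array left out in turn, under either filter, the counts at the FDR ranged from 1124 to 3156 higher and from 717 to 1973 lower, the Supplementary Table S4 count from 4 to 8, TCEB1 from −3.62 to −2.31 and the HIF-1 median from 0.37 to 0.52. The Supplementary Table S4 count was 4 without NC replicate 1 and 4 without NC replicate 3, where the filter on the 5 arrays left 8 of the 10 mRNAs; under the filter of all 6 arrays it was 6 each time. The bound of TCEB1, at least 6.58-fold, was at least 3.69-fold without NC replicate 3.

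The replicate numbers were not taken to pair the samples, since deviations of same-numbered arrays correlated at 0.47 for numbers 2 and 3 but at −0.07 for number 1. With the replicate block, 2299 probes were higher and 2132 lower at the FDR, TCEB1 was at −3.15 (adjusted p = 0.0056 from limma) and HIF1A at −1.23 passed the FDR (adjusted p = 0.031); no other call of the results listed changed.

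For both counts at each threshold, the Supplementary Table S4 count, the Fig. 2B count and the HIF-1 median, the real split was the only 1 of 10 splits with a result as large. As 10 splits cannot give a smaller share, this count by itself cannot exclude chance. For the HIF-1 median another split came near, at 0.42 against 0.44. The other splits gave 0 calls at the FDR from limma, and up to 224 higher and 79 lower at the unadjusted P under 0.01.

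The alternatives for SPRY4-IT1 itself and for mRNAs with and without an Alu element were not run. Signal over background limits the falls, since 124 probes called lower were not well above background on any SPRY4-IT1 array, and 154 called higher on no NC array.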

Differences from the paper's values

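No test of an explanation is reported here.

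For TCEB1, the paper's −log10 FDR is about 2.8 in Fig. 2A, read by eye, and the value here was 1.72. Among the alternatives chosen before the data were examined, the value came within 1.5 times of the paper's under median centring (1.97), the deposited matrix (1.92), quantile normalization (1.91), the replicate block (2.25) and without NC replicate 3 (1.89). It did not under normexp background correction, no detection filter, the floor, eBayes with trend and robust fitting, the methods' t-test, slide as a block and the other 5 leave-outs.

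The paper's heat map draws HMGB3, RRP15 and TYRP1 lower, and its Supplementary Table S4 lists them among its most lowered mRNAs. Their probes with the highest mean signal over the 6 arrays were lower here too but were not called, with log2 fold changes of −0.75 (adjusted p = 0.070 from limma), −0.55 (adjusted p = 0.109) and −0.88 (adjusted p = 0.023, under a fold change of 2). Under the median over the probes of a gene, all 3 were called, at −2.23, −2.14 and −2.46. TYRP1 was also called under quantile normalization (−1.05), median centring (−1.02), the deposited matrix (−1.05) and without SPRY4-IT1 replicate 2 (−1.05).

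The paper's text turns to mRNAs with a single Alu element in the 3′-UTR, while its Supplementary Table S4 lists none for 5 of the 10 mRNAs.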

Other observations

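The tests of the pattern between replicates 2 and 3 were chosen after the result was seen; the values of HIF1A, STAU1 and the HIF-1 target genes were planned.

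HIF1A, which the paper measures in other samples, had a log2 fold change of −1.23 (standard error 0.69, adjusted p = 0.229 from limma) on its brighter probe and −0.87 (adjusted p = 0.080 from limma) on the other. For those samples the paper reports no significant change of the mRNA, and a rise of the protein with overexpression. With the replicate block the brighter probe passed the FDR (adjusted p = 0.031 from limma), though the replicate numbers were not taken to pair the samples. With slide as a block its log2 fold change was −2.75, where the overexpressing group is 1 array. STAU1 had a log2 fold change of −0.25 (standard error 0.29, adjusted p = 0.557 from limma). The median log2 fold change of 34 HIF-1 target genes was 0.44, with 25 higher and 6 called higher. The adjusted p was 0.016 from camera in limma and 0.0036 from fry, but 0.186 from camera with an estimated correlation. Over all tested probes the median log2 fold change was 0.16. With each array centred on its median, the HIF-1 median was 0.31. CA12, not well above background on any NC array, was higher by at least 1.504 on the log2 scale, and ANGPTL4 and ADM had log2 fold changes of 2.10 and 2.02. The lowest were PDK1 at −0.84, ENO1 at −0.93 and BNIP3L at −0.995.

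In the paper's Supplementary Table S4, ARHGAP28 has no Alu element and serves as the negative control for binding in Fig. 2G. Both of its probes were called lower on the arrays. The brighter was not well above background on any SPRY4-IT1 array, and the other was on 1 of the 3. The falls are therefore bounds on the processed signal, at least 11.1-fold and at least 4.20-fold.

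Probes of the same gene did not always agree. Of 576 genes with more than 1 tested probe and a probe called lower, all probes were called lower in 116, and 15 had a probe called higher. Of 441 such genes with a probe called higher, all probes were called higher in 66, and 15 had a probe called lower. These genes were chosen for having a called probe, so the counts do not measure how often probes agree in general.

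Replicates 2 and 3 differed alike in both groups. Across probes, which are not independent replicates, NC array 3 minus NC array 2 and SPRY4-IT1 array 3 minus array 2 correlated at 0.50. The NC difference also correlated with SPRY4-IT1 array 3 minus array 1 at 0.38, where neither side spans the 2 slides. Both differences contain an array numbered 3, so this value cannot show whether the pattern goes beyond arrays of the same number. With 1 pair of arrays on each side there is no spread to judge these values by. NC arrays 2 and 3 shared a slide, so a difference between the slides does not enter the NC difference. It does enter SPRY4-IT1 array 3 minus array 2, so its part in the 0.50 remains open. Shared handling of cultures of the same number remains a hypothesis that may account for the pattern. It cannot be told apart from chance here, since the arrays numbered 1 did not deviate together (−0.073). No biological explanation was tested. TCEB1 lay at the 99.9th percentile of all probes in the NC difference and at the 86.9th in the other. Over the 16 tested probes of the Supplementary Table S4 mRNAs the median NC difference was 0.71, with 12 above 0, and over all probes it was −0.01.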
